# Adenine methylation is very scarce in the *Drosophila* genome and not erased by the ten-eleven translocation dioxygenase

**DOI:** 10.7554/eLife.91655

**Published:** 2023-12-21

**Authors:** Manon Boulet, Guerric Gilbert, Yoan Renaud, Martina Schmidt-Dengler, Emilie Plantié, Romane Bertrand, Xinsheng Nan, Tomasz Jurkowski, Mark Helm, Laurence Vandel, Lucas Waltzer

**Keywords:** DNA methylation, epigenetics, N6-methyladenine (6mA), ten-eleven translocation (TET), liquid chromatography coupled with mass tandem mass spectrometry (LCMS/ MS), single-molecule real-time sequencing (SMRT-seq), *D. melanogaster*

## Abstract

N6-methyladenine (6mA) DNA modification has recently been described in metazoans, including in *Drosophila*, for which the erasure of this epigenetic mark has been ascribed to the ten-eleven translocation (TET) enzyme. Here, we re-evaluated 6mA presence and TET impact on the *Drosophila* genome. Using axenic or conventional breeding conditions, we found traces of 6mA by LC-MS/MS and no significant increase in 6mA levels in the absence of TET, suggesting that this modification is present at very low levels in the *Drosophila* genome but not regulated by TET. Consistent with this latter hypothesis, further molecular and genetic analyses showed that TET does not demethylate 6mA but acts essentially in an enzymatic-independent manner. Our results call for further caution concerning the role and regulation of 6mA DNA modification in metazoans and underline the importance of TET non-enzymatic activity for fly development.

## Introduction

Until recently, N^6^-methyl-2’-deoxyadenosine (also called N6-methyladenine or 6mA) was considered to be essentially restricted to the genome of prokaryotes, where this modification plays a well-established role in the restriction-modification system and other processes such as DNA replication or transcription (Sánchez-Romero and Casadesús, 2020; Wion and Casadesús, 2006). Since 2015, several reports detected the presence of 6mA in the DNA of different eukaryotic organisms (Alderman and Xiao, 2019; Boulias and Greer, 2022), including in metazoans (Greer et al., 2015; Koziol et al., 2016; Liu et al., 2016; Wu et al., 2016; Xiao et al., 2018; Xie et al., 2018; Zhang et al., 2015). Although a small fraction of all adenines seems methylated at N6 position (from 0.4 to 0.0001% or below), it was proposed that this modification participates in eukaryotic genome regulation (Wu, 2020). Yet, the significance of 6mA in eukaryotes and the enzymes involved in its metabolism remain controversial with several studies questioning the existence and/or the level of this modification, particularly in metazoans (Douvlataniotis et al., 2020; Kong et al., 2022; Liu et al., 2021; Musheev et al., 2020; O’Brown et al., 2019; Schiffers et al., 2017). Part of the controversy stems from the technologies used to detect 6mA (Boulias and Greer, 2022; Li et al., 2021). Notably, antibody-based techniques such as dot blot or DNA immunoprecipitation followed by sequencing (DIP-seq) have been particularly called into question to study low levels of 6mA (Bochtler and Fernandes, 2021; Douvlataniotis et al., 2020; Lentini et al., 2018). If liquid chromatography coupled with tandem mass spectrometry (LC-MS/MS) provides a sensitive method to identify 6mA and measure its absolute levels unambiguously, bacterial contaminations can affect the results (Douvlataniotis et al., 2020; Kong et al., 2022; O’Brown et al., 2019). Finally, single-molecule real-time sequencing (SMRT-seq) can detect 6mA presence (and location) on genomic DNA but is prone to give rise to a high false discovery rate when 6mA is rare (Douvlataniotis et al., 2020; O’Brown et al., 2019; Zhu et al., 2018).

Notwithstanding, 6mA presence appears strongly supported in *Drosophila* genome (He et al., 2019; Ismail et al., 2019; Shah et al., 2019; Yao et al., 2018; Ye et al., 2017; Zhang et al., 2015), where this modification was described to be associated with transposable element silencing and activation of gene transcription (He et al., 2019; Yao et al., 2018). Unexpectedly, 6mA demethylation in *Drosophila* was attributed to the TET enzyme (Zhang et al., 2015), a member of the 5-methylcytosine (5mC) dioxygenase family (Iyer et al., 2009).

Here, we re-evaluated 6mA levels in *Drosophila* and reassessed the impact of TET on this mark. Using LC-MS/MS, we show that 6mA is present at very low levels in *Drosophila* in axenic conditions and that the absence of TET does not lead to any consistent increase in 6mA levels in the larval central nervous system, nor in the whole larva, the embryo or the adult brain. Furthermore, our genetic and molecular analyses suggest that TET is not involved in 6mA demethylation and that its function during *Drosophila* development is largely catalytic-independent.

## Results and discussion

Previously reported levels of 6mA measured by LC/MS-MS in *Drosophila* ranged from 0.07 to 0.0006% (6mA/A), with the highest levels in the early embryo (Yao et al., 2018; Zhang et al., 2015). However, a recent study reported much lower levels (0.0002%) even in early embryos and showed that initially reported ‘high’ levels of 6mA were likely due to bacterial contaminations (Kong et al., 2022). Indeed, the contamination of genomic DNA (gDNA) by bacterial DNA is a major confounding factor for LC-MS/MS experiments (Douvlataniotis et al., 2020; Kong et al., 2022; O’Brown et al., 2019). Moreover, the presence of intracellular bacteria can also be a source of 6mA (Douvlataniotis et al., 2020). Along that line, it is worth noting that the genome of *Wolbachia*, a frequent endosymbiont in *Drosophila*, codes for DNA Adenine methyltransferases (Saridaki et al., 2011). In addition, 6mA derived from exogenous sources might be incorporated into gDNA *via* the salvage pathway (Musheev et al., 2020), and independently of autonomously-directed adenine methylation (O’Brown et al., 2019; Schiffers et al., 2017). To exclude these possible sources of contamination, we generated germ-free *Drosophila* and reared the larvae on chemically-defined (‘holidic’) food devoid of exogenous DNA contribution (see Methods). The absence of exogenous or endosymbiotic bacteria in the resulting flies was confirmed by PCR (Figure 1A). In these conditions, we observed 0.00025% of 6mA in whole larvae (Figure 1B) and 0.0005% in the larval central nervous system (CNS) (Figure 1C). Noteworthy, this corresponds to around 200–400 methylated adenines per haplogenome. In addition, similar levels of 6mA were measured in the CNS when non-axenic larvae were reared on classic medium without antibiotic treatment (Figure 1C), suggesting that contamination by exogenous sources is not a major problem in this tissue. These results confirm the presence of a very small fraction of methylated adenines in *Drosophila* DNA.

**Figure 1.**
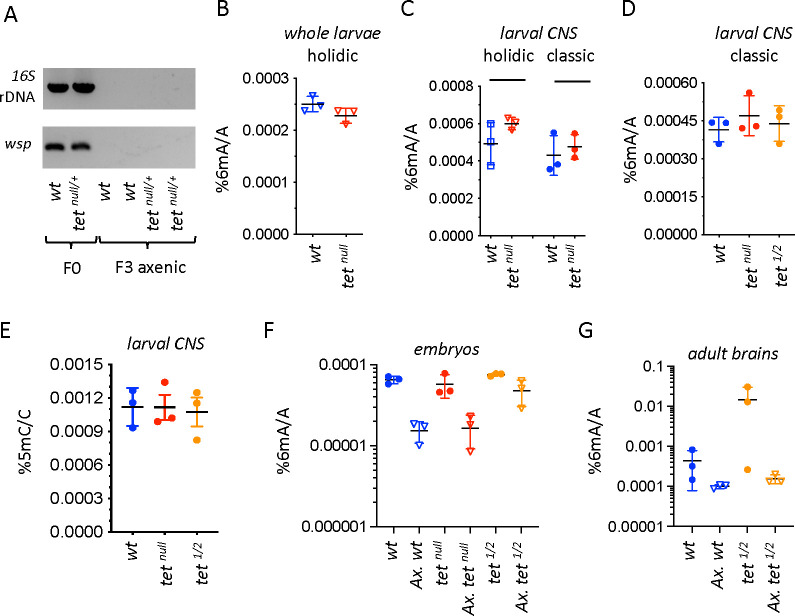
N6-methyladenine (6mA) levels in axenic *Drosophila* larvae are very low and not affected by ten-eleven translocation (TET) loss. (**A**) The presence of bacterial contaminations in wild-type (*wt*) and *tet^null/+^* adult flies was checked by PCR using universal primers against bacterial 16 S rDNA and against the endosymbiotic bacteria gene *wsp*. PCRs were performed on DNA from parental (F0) flies and after three generations of breeding in axenic conditions (F3). (**B–D**) 6mA levels were measured by liquid chromatography with tandem mass spectrometry (LC-MS/MS) in genomic DNA (gDNA) from whole larvae (**B**) or dissected central nervous system (CNS) (**C, D**) generated from axenic flies reared on holidic medium (**B, C**) or conventional flies reared on classic medium (**C, D**). (**E**) 5-methylcytosine (5mC) levels were measured by LC-MS/MS in gDNA from dissected CNS from flies reared on classic medium. (**F, G**) 6mA levels were measured by LC-MS/MS in embryos (**F**) and dissected adult brains (**G**) collected from crosses with conventional or axenic (*Ax*.) individuals raised on classic fly medium supplemented (*Ax*.) or not with antibiotics. *wt:* wild-type (*w^1118^*); *tet^null^: tet^null/null^; tet^1/2^: tet^DMAD1/DMAD2^*. Filled circles: conventional flies; open triangles: axenic flies. Individual values, means and standard deviations are plotted. No statistically significant differences were observed between *wt* and *tet* mutant samples (Mann-Whitney test). Figure 1—source data 1.Original file of the raw gels of PCR analyses for bacterial contaminations. Figure 1—source data 2.PDF containing Figure 1A and raw gel pictures with relevant labels.

**Figure 1—figure supplement 1.**
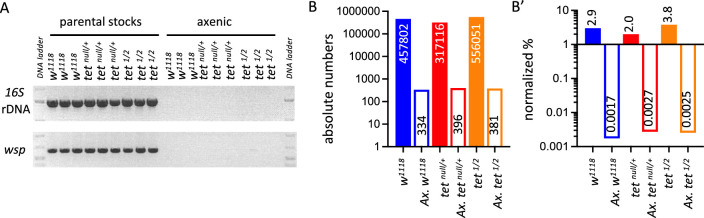
Detection of bacterial contamination in parental stocks and after three generations of breeding in axenic conditions. (**A**) The presence of bacterial contamination in adult flies of the indicated genotypes was checked by PCR using universal primers against bacterial *16 S rDNA* and against the endosymbiotic bacteria gene *wsp*. (**B, B’**) Genome-wide sequencing was used to assess the presence of contamination in genomic DNA (gDNA) from adult flies of the indicated genotypes. Between 15 and 19 million reads were analyzed per sample. The absolute numbers of reads mapping to bacteria, virus, or fungi genomes are represented in B, and their proportions normalized to the total number of reads are presented in B’. *tet^1/2^: tet^DMAD1/DMAD2^*. Figure 1—figure supplement 1—source data 1.Original file of the raw gels of PCR analyses for bacterial contaminations. Figure 1—figure supplement 1—source data 2.PDF containing Figure 1—figure supplement 1a and raw gel pictures with relevant labels.

Changes in 6mA levels following genetic manipulations of putative adenine methylases or demethylases have brought further credence to the existence and role of this modification in metazoans (Boulias and Greer, 2022). In *Drosophila*, the absence of TET (also called DMAD, for DNA Methyl Adenine Demethylase) was associated with a strong increase in 6mA levels in the embryo or adult ovary and brain (Yao et al., 2018; Zhang et al., 2015). In addition, in vitro experiments suggested that *Drosophila* TET can demethylate 6mA (Yao et al., 2018; Zhang et al., 2015). However, that TET mediates 6mA oxidation is at odds with the well-characterized function of this family of enzymes in 5mC oxidation in metazoans (Lio et al., 2020). Moreover, the other enzymes involved in methyladenine oxidation/demethylation belong to the AlkB family (Boulias and Greer, 2022; Xu and Bochtler, 2020), which is related to, but distinct from the TET family (Iyer et al., 2009; Jia et al., 2017). Indeed, conserved residues involved in TET 5mC recognition differ from those found within the AlkB family and may not be able to accommodate a purine residue instead of a pyrimidine (Hu et al., 2013; Iyer et al., 2009; Parker et al., 2019; Xu and Bochtler, 2020). Nevertheless, the fact that the *Drosophila* genome presents extremely low levels of 5mC and does not code for any 5mC DNA methyltransferase (Iyer et al., 2011; Krauss and Reuter, 2011) prompted the idea that TET could catalyze other forms of DNA modifications and notably 6mA oxidation/demethylation in the absence of its canonical substrate (Zhang et al., 2015). As *tet* was shown to be highly expressed in the larval CNS (Delatte et al., 2016; Wang et al., 2018), we first focused on its impact on 6mA in this tissue. Yet, we found that the levels of 6mA measured by LC-MS/MS in the absence of TET *tet^null^,* an allele that abolishes *tet* transcription (Delatte et al., 2016), were similar to wild-type in the larval CNS using either axenic flies raised on holidic medium or non-axenic flies raised on classic medium (i.e. conventional conditions) (Figure 1C). Of note, TET loss did not show any impact on 6mA level either in whole larvae (Figure 1B). As previous experiments showing an increase in 6mA in the absence of TET were performed under conventional conditions with *tet^DMAD1^*/*tet^DMAD2^* mutant alleles (Yao et al., 2018; Zhang et al., 2015), which introduced a premature stop codon in *tet* open reading frame before its catalytic domain (Zhang et al., 2015), we repeated the analyses with this allelic combination. Yet, we did not find any increase of 6mA levels in the larval CNS in this setting either (Figure 1D). Moreover, consistent with previous results showing that TET does not control 5mC oxidation in *Drosophila* (Zhang et al., 2015), we observed very low levels of 5mC (around 0.001%) in the larval CNS and no increase upon TET loss (Figure 1E). In addition, the first product of 5mC oxidation, 5hmC (5-hydroxymethylcytosine), was below the detection limit (0.00001%). These results suggest that TET is not involved in 6mA (or 5mC) demethylation in the *Drosophila* larval CNS.

To test whether the lack of impact of TET on 6mA levels that we observe here contrary to previous studies (Yao et al., 2018; Zhang et al., 2015), could be due to a tissue-specific effect or to breeding conditions, we assessed 6mA levels in embryos and adult brains using conventional or germ-free flies (see Methods). As *tet^null^* homozygote mutation is pupal lethal (Zhang et al., 2015), only *tet^DMAD1/DMAD2^* could be used for adult brains. The presence/absence of bacterial contaminants in conventional *versus* germ-free stocks was validated by PCR (Figure 1—figure supplement 1). Moreover, by performing gDNA sequencing, we found around 2% of bacterial DNA contaminant in gDNA in conventional flies *versus* less than 0.003% in germ-free flies (Figure 1—figure supplement 1). Hence, possible traces of bacterial contaminations in axenic samples should have a negligible impact on LC-MS/MS measurements. LC-MS/MS analyses showed that 6mA levels were higher in embryos (Figure 1F) or adult brains (Figure 1G) using conventional flies as compared to their germ-free siblings. They were also more variable across samples in non-axenic conditions. It is thus likely that 6mA levels measured in non-axenic conditions do not solely reflect endogenous 6mA in the *Drosophila* genome and variations between genotypes should be interpreted with caution. Still, we did not observe any significant increase in 6mA levels in the absence of TET in non-axenic conditions (Figure 1F and G). Importantly, the same observation was made in axenic conditions (Figure 1F and G). Of note, the apparent increase in 6mA levels in *tet^DMAD1/DMAD2^* axenic embryos was not reproduced in *tet^null^* embryos, suggesting that it does not simply reflect *tet* loss-of-function, and it was not statistically significant as compared to wild-type levels (Welch two sample t-test: p=0.075). Altogether, we did not find consistent evidence that TET loss caused an increase in 6mA levels in embryos, whole larvae, larval CNS, or adult brain.

As an alternate method to study TET impact on 6mA, we used SMRT sequencing (Boulias and Greer, 2022). 

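Genomic DNA from the central nervous system of L3 larvae was sequenced for 3 wild-type and 3 *tet null* biological replicates. The deposited values are given for the merged replicates of each genotype (the fusion), and not for each replicate. For every called adenine they hold the modification quality value, the coverage on that strand, the ratio of the interpulse duration to the one predicted for an unmodified base, and the estimated fraction of methylated molecules. The wild-type fusion lists 119957 calls and the *tet null* fusion 131342, none of them with a quality value or a coverage under 20. All calls of both fusions lie on an adenine of the dm6 reference on the strand of the call. The authors aligned the reads with pbmm2 (version 1.1.0), merged the alignments of each genotype and called 6mA with ipdSummary of kineticsTools (version 2.4.1). Calls were counted above each coverage and QV threshold and divided by the number of adenines that the paper lists as covered in Supplementary file 1. Each fusion is 1 pooled sample, so exact 95% intervals of shares and ratios hold counting error only and no variation between animals.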

We generated SMRT-seq data on CNS gDNA from three biological replicates of wild-type and *tet^null^* larvae. As genome coverage is an important parameter to analyze SMRT-seq data, we first merged the three replicates to increase read density. In the resulting fusion datasets, around 95% of all the adenines were covered at least 25 x (Figure 2—figure supplement 1 and Supplementary file 1). 

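At the calls with a coverage ≥25 x and a QV ≥20, the median coverage was 71 in the wild-type fusion (quartiles 60 and 80) and 73 in the *tet null* fusion (quartiles 63 and 83). Coverage at calls was alike on the autosomal arms, with medians of 72 on 2R and 73 on 2L, 3L and 3R in the wild-type fusion. It was lower on the X chromosome, at 51 in the wild-type and 55 in the *tet null* fusion, and higher on the mitochondrial genome, at 129 and 168. The paper's counts of adenines covered at least 25 x are 75379803 in the wild-type and 75976049 in the *tet null* fusion, and its counts at 50 x or more are 63275085 and 67191865.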

The detection of 6mA by SMRT-seq is based on a modification quality value (mQV or QV), reflecting the consistency by which a specific modification is observed at a given position in a subread. Using standard parameters (coverage ≥25 x and QV ≥20), we found respectively, 0.158% and 0.172% of potential 6mA in the CNS of wild-type and *tet^null^* larvae (Figure 2A, Supplementary file 2), which is much more than expected based on LC-MS/MS measurements. However, when we considered the methylation status of these adenines in the individual samples, only 2.6% were labeled as 6mA in all three replicates and 13.7% in at least two replicates (Figure 2B and Supplementary file 3), consistent with the idea that SMRT-seq gives a high rate of false positives in organisms containing low 6mA levels (Douvlataniotis et al., 2020; Kong et al., 2023; Schadt et al., 2013; Zhu et al., 2018). 

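At these thresholds the wild-type fusion held 119410 calls, which is 0.158% of the covered adenines (exact 95% interval 0.1575% to 0.1593%), and the *tet null* fusion held 130920, which is 0.172% (0.1714% to 0.1733%). Calls were frequent after a guanine. The trinucleotide GAG made up 23.3% of the wild-type and 23.9% of the *tet null* calls, against 4.15% of the adenines of the reference, whereas AAT made up 2.62% and 2.47% against 9.72%. The most frequent pentamer in both fusions was GGAGG, with 3.53% of the wild-type and 3.60% of the *tet null* calls, against 0.268% of the reference adenines. The calls followed the adenines of the genome more closely by annotation: 31.4% of the wild-type calls (31.1% to 31.7%) and of the *tet null* calls (31.2% to 31.7%) lay in exons, against 29.8% of the reference adenines. The call of highest QV was the same base in both fusions, position 23238297 on the minus strand of X within an R1A1 element, with a QV of 502 at a coverage of 632 in the wild-type and a QV of 496 at a coverage of 648 in the *tet null* fusion. Next in the wild-type fusion came a call at 22278898 on X with a QV of 294 and a coverage of 616, and in the *tet null* fusion a call at 1295371 on chromosome 4 within a HeT-A element, with a QV of 376 and a coverage of 613. These coverages are several times the median, and their cause was not tested. The call within the HeT-A element had a coverage of 123 in the wild-type fusion.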

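In the wild-type fusion, 22696 calls (19.0% of those at a QV ≥20) had a QV ≥50, and 626 calls (0.524%) had a QV ≥100. At a QV ≥20, the share of covered adenines that was called was 0.167% at a coverage ≥50 x and 0.267% at a coverage ≥100 x. Of the wild-type calls at a QV ≥20, 44439 (37.2%, exact 95% interval 36.9% to 37.5%) were also called at the same base and strand in the *tet null* fusion, where 207 were expected for independent calls. Of the wild-type calls with a QV ≥50, 54.8% were called in the *tet null* fusion at a QV ≥20, and of those with a QV ≥100, 74.4% were. With the same raised threshold on both fusions the share was 33.0% at a QV ≥50, 30.7% at a QV ≥100 (27.1% to 34.4%) and 38.2% at a QV ≥120 (30.9% to 46.0%). This is an overlap between genotypes, since the deposited values analysed here hold no calls per replicate.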

Interestingly, increasing the QV strongly ameliorated the fraction of replication and drastically reduced the proportion of potential 6mA both in wild-type and *tet^null^* datasets, whereas increasing the coverage had little effect (Figure 2A and B, Figure 2—figure supplement 2 and 3, and Supplementary file 3). We thus analyzed SMRT-seq results from wild-type and *tet^null^* replicates using a coverage ≥25 x and increasing QV. However, we did not observe any significant differences either in the percentage of 6mA/A or in the fraction of methylation of these potential 6mA even with stringent QV values (Figure 2C and D and Supplementary file 4). Hence, while SMRT-seq data are noisy, as cautioned in previous studies, they did not reveal an increase in 6mA levels in the absence of TET.

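In the fusions, the mean fraction of methylation at a QV ≥20 was 0.512 ± 0.169 in wild type (SD over 119410 sites) and 0.501 ± 0.169 in *tet null* (SD over 130920 sites), and sites are not replicates. At a QV ≥100 it was 0.846 ± 0.192 (626 sites) and 0.839 ± 0.198 (871 sites). The ratio of the called shares, *tet null* over wild type, was 1.09 at a QV ≥20 (exact 95% interval 1.08 to 1.10), 1.13 at a QV ≥50 (1.11 to 1.15) and 1.38 at a QV ≥100 (1.24 to 1.53). The *tet null* fusion was deeper and the called share rises with coverage: matched on coverage over 11 strata, the ratio was 1.05 at a QV ≥20 (1.04 to 1.06), 1.03 at a QV ≥50 (1.01 to 1.05), 1.05 at a QV ≥70 (1.01 to 1.09) and 1.14 at a QV ≥100 (1.03 to 1.26). At a QV ≥50 the unmatched ratio was below 1 at a coverage ≥90 x (0.947, 0.907 to 0.988) and ≥100 x (0.925, 0.874 to 0.980), and its interval included 1 at ≥110 x (0.970, 0.909 to 1.03) and ≥120 x (0.976, 0.912 to 1.05). Across replicates, the paper's values in Supplementary file 4 at a QV ≥20 are a mean of 0.0850 ± 0.0291% (SD, n = 3) for wild type and 0.0865 ± 0.0310% (SD, n = 3) for *tet null*. A two-sided exact permutation test on these values of the paper gave p = 1, and over the 11 QV thresholds its lowest p for the percentage was 0.5, at a QV ≥70. For the paper's fraction of methylation the lowest p was 0.4 in the same exact permutation test, at a QV ≥90. After Benjamini-Hochberg adjustment over the 22 comparisons all p were 1, and 3 replicates against 3 cannot give a p under 0.1.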

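The excess of calls in the *tet null* fusion was uneven along the genome. The ratios by region are of call counts and are not matched on coverage, since covered adenines are not given by arm. At a QV ≥50 and a coverage ≥25 x, chromosome 3 held 10782 wild-type and 13438 *tet null* calls, a ratio of 1.25 (exact 95% interval 1.22 to 1.28), and chromosome 2 held 9424 and 9603, a ratio of 1.02 (0.99 to 1.05). By arm, the ratio at a QV ≥70 was 1.34 on 3L (1.25 to 1.45), 1.49 on 3R (1.38 to 1.62), 0.983 on 2L (0.905 to 1.07), 0.978 on 2R (0.895 to 1.07) and 1.23 on X (1.08 to 1.40). Median coverage at the calls with a QV ≥50 was 76 in wild type and 78 in *tet null* on both chromosomes. On X at a QV ≥70 the coverage at calls differed, with medians of 72 and 145. Within arms the ratio also varied in windows of 1 Mb. It was 2.33 (1.67 to 3.29) in the first window of X, where median coverage at the calls was 53 and 62. From 16000001 to 17000000 on 2R it was 0.607 (0.501 to 0.733), where the wild-type fusion had the more calls. Over the 131 windows, the within-arm variation (chi-square statistic 442) exceeded that of each of 1000 shuffles of the genotype labels among calls (highest 183, permutation p = 0.001, the smallest they can give). The shuffles hold the counting noise of 2 pooled samples only, so the p says nothing of variation between replicates. From the percentages and fractions of methylation in the replicates, the paper reasons that SMRT-seq, while noisy, revealed no increase in 6mA in the absence of TET.

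**Figure D1:**
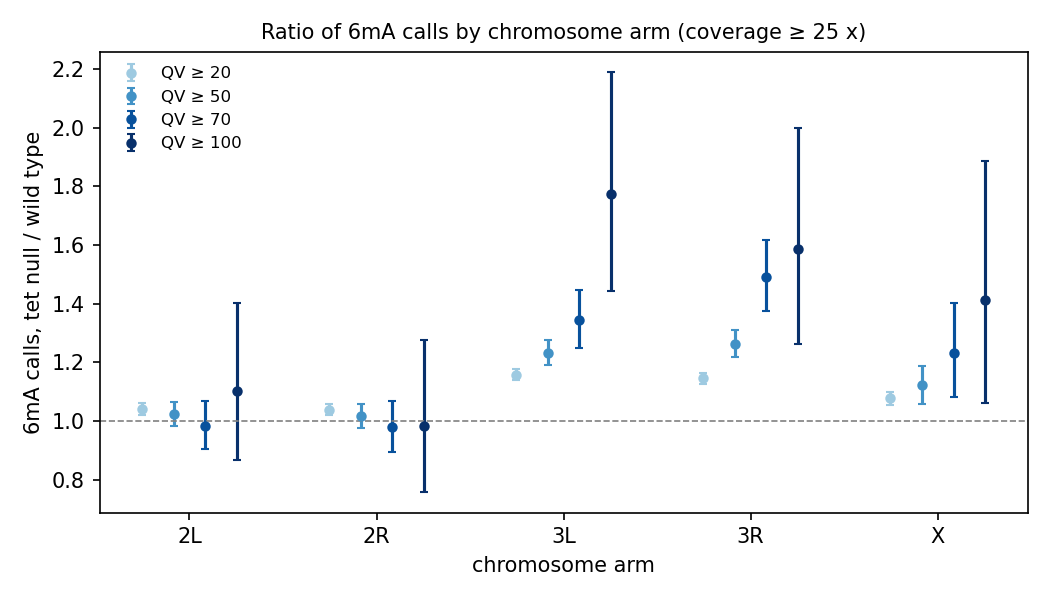
Ratio of 6mA calls, *tet null* over wild-type fusion (vertical axis), on each large chromosome arm (horizontal axis) at a QV ≥20, ≥50, ≥70 and ≥100 and a coverage ≥25 x. Points are ratios of call counts and bars are exact 95% intervals; the ratios rise with the QV on 3L, 3R and X, while the intervals of 2L and 2R at a QV ≥50 include 1.

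**Figure D2:**
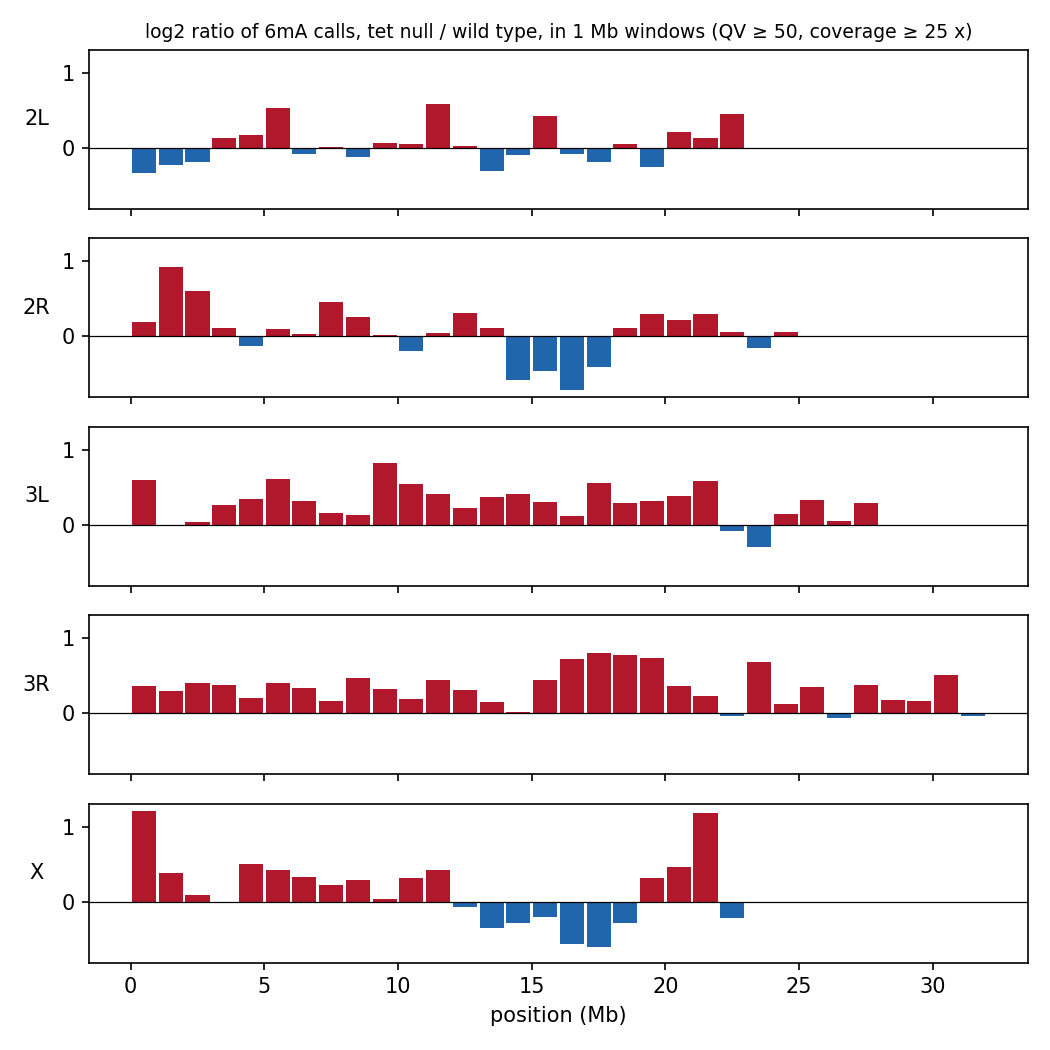
The log2 ratio of 6mA calls, *tet null* over wild-type fusion (vertical axis), in windows of 1 Mb along each large arm (horizontal axis, position in Mb) at a QV ≥50 and a coverage ≥25 x. Red bars are windows with a log2 ratio above 0 and blue bars windows below 0. Windows below 0 lie side by side on 2R and X, and most windows of 3R are above 0.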

**Figure 2.**
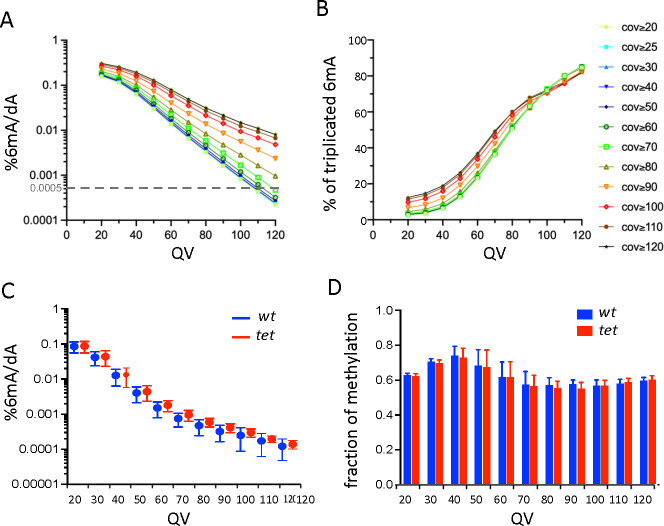
Single-molecule real-time sequencing (SMRT-seq) analysis of larval central nervous system (CNS) genomic DNA (gDNA) does not reveal an increase in N6-methyladenine (6mA) in the absence of ten-eleven translocation (TET). (**A**) Percentage of adenines identified as 6mA in the wild-type fusion dataset depending on the quality value (QV) and coverage values used for 6mA selection. The dashed gray line indicates the level of 6mA measured by liquid chromatography with tandem mass spectrometry (LC-MS/MS) (0.0005%). (**B**) Influence of the QV and the coverage values on the proportion of 6mA identified in the wild-type fusion dataset and in the three original samples. (**C**) Percentage of adenines covered at least 25 x and identified as 6mA in each of the three wild-type (*wt*) or *tet null (tet*) datasets depending on the QV. Means and standard deviations are represented. (**D**) Fraction of methylation in *wt* or *tet null* datasets depending on the QV (coverage ≥25 x). Means and standard deviations are represented.

**Figure 2—figure supplement 1.**
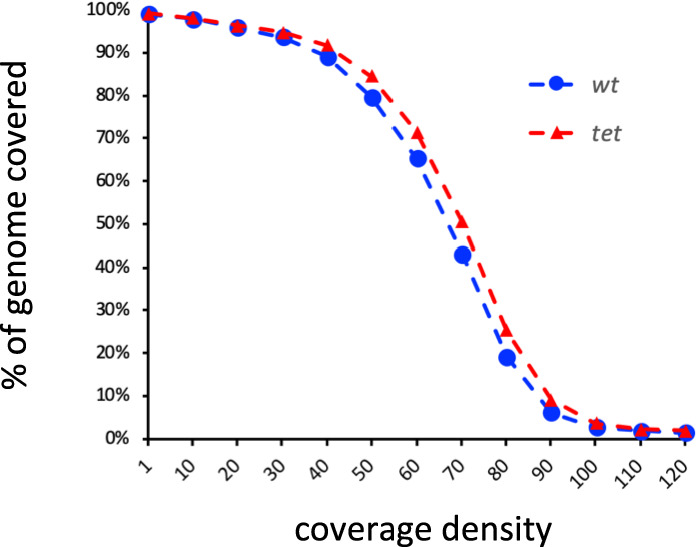
Proportion of the *Drosophila* genome covered in *wild-type* (*wt*) and *tet^null^* (*tet*) single-molecule real-time sequencing (SMRT-seq) fusion datasets according to coverage density.

**Figure 2—figure supplement 2.**
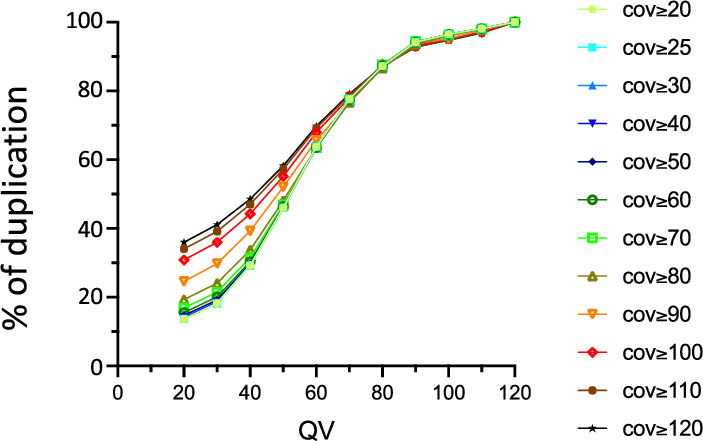
Influence of the quality value (QV) and the coverage values on the proportion of N6-methyladenine (6mA) identified in the wild-type (*wt)* fusion dataset and in the three original samples. The percentage of 6mA identified in at least 2 out of 3 replicates is shown.

**Figure 2—figure supplement 3.**
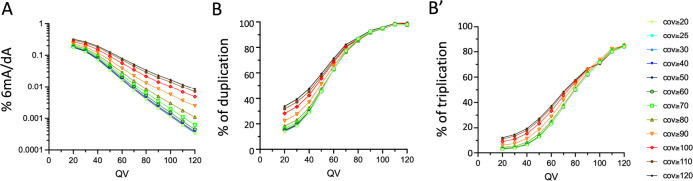
Influence of the quality and coverage values on SMRT-seq based detection of 6mA in the CNS of *tet^null^* larvae. (**A**) Percentage of all adenines identified as N6-methyladenine (6mA) by SMRT-seq in the *tet^null^* fusion dataset depending on the quality value (QV) and coverage values used for 6mA selection (log10 scale). (**B, B’**) Influence of the QV and the coverage values on the proportion of 6mA identified in the *tet^null^* fusion dataset and in the three original samples. (**B**) percentage of 6mA identified in at least 2 out of 3 samples; (**B’**): percentage of 6mA identified in all three samples.

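In the *tet null* fusion, 25800 calls (19.7% of those at a QV ≥20 and a coverage ≥25 x) had a QV ≥50, which is 0.0340% of the covered adenines, and 871 (0.665%) had a QV ≥100, which is 0.00115%. At a QV ≥20 the called share rose with the coverage minimum, to 0.179% at a coverage ≥50 x, 0.209% at ≥80 x, 0.269% at ≥100 x and 0.325% at ≥120 x. At a QV ≥100 it was 0.00300% at a coverage ≥80 x and 0.0171% at ≥120 x, where 251 of the calls remained over 1471374 covered adenines.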

To directly test whether TET demethylates 6mA, we then assessed its activity in vitro. Accordingly, the recombinant catalytic domain of *Drosophila* TET was incubated with double-stranded DNA (dsDNA) containing either a 5mC or a 6mA modification and the level of modified bases was quantified by LC-MS/MS at different time points. Under our experimental conditions, 5mC levels were drastically reduced in 1 min with the concomitant appearance of 5mC oxidation products (5hmC and 5fC) (Figure 3A). In sharp contrast, the level of 6mA remained constant even after 30 min of incubation (Figure 3B). Hence, contrary to 5mC, 6mA does not seem to be a good substrate for *Drosophila* TET in vitro. Of note, only traces of 5mC, 5hmC, 5fC, or 6mA were observed when recombinant TET was incubated with non-modified dsDNA, indicating that the levels measured in the presence of modified dsDNA were not due to contaminations (Figure 3—figure supplement 1). Our results contrast with previous reports showing that recombinant *Drosophila* TET demethylates 6mA on dsDNA in vitro (Yao et al., 2018; Zhang et al., 2015). However, both studies ran much longer reactions (up to 10 hr) and used different sources of recombinant protein (*Drosophila* TET catalytic domain purified from human HEK293T cells). Notably, Zhang et al., 2015 only found around 2.5% of 6mA demethylation at 30 min and less than 25% after 10 hr of incubation as measured by HPLC-MS/MS analyses. These results suggest that *Drosophila* TET may oxidize 6mA, but with a much lower affinity than 5mC since we observed a near complete oxidation of 5mC after 1 min. and no significant decrease in 6mA levels after 30 min. of reaction (for identical concentrations of substrate and enzyme). It is possible too that the preparation of TET catalytic domain in different systems changes its enzymatic activity, potentially in relation to distinct post-translational modifications. Still, it is worth mentioning that a distant TET homolog in the fungus *Coprinopsis cinerea* was recently shown to oxidize both 5mC and 6mA (Mu et al., 2022). Importantly, its peculiar capacity to bind and demethylate 6mA requires key residues within its catalytic domain which are not conserved in other TET homologs including in *Drosophila* (Figure 3—figure supplement 2). These observations support our conclusion that *Drosophila* TET does not serve as 6mA demethylase.

**Figure 3.**
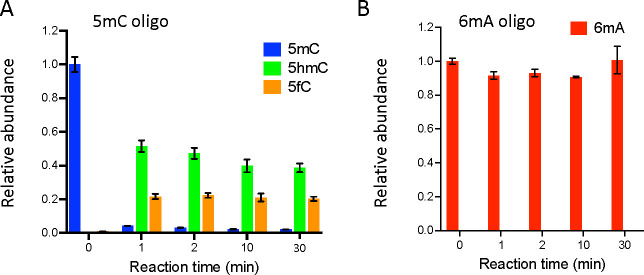
Ten-eleven translocation (TET) does not oxidize N6-methyladenine (6mA). (**A, B**) In vitro assays showing TET activity profile on 5-methylcytosine (5mC) (**A**) and 6mA (**B**) containing double-stranded oligonucleotide substrates. The levels of 5mC and its oxidized products (5-hydroxymethylcytosine: 5hmC and 5fC) are represented relative to the 5mC level at t=0. The levels of 6mA are represented relative to 6mA level at t=0. Error bars denote standard deviations from three independent experiments.

**Figure 3—figure supplement 1.**
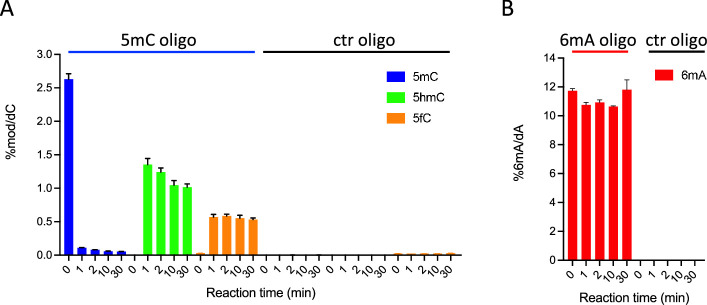
In vitro assays showing ten-eleven translocation (TET) activity profile on double-stranded oligonucleotide substrates containing or not 5-methylcytosine (5mC) (**A**) or N6-methyladenine (6mA) (**B**). The levels of 5mC, 5-hydroxymethylcytosine (5hmC), and 5fC normalized to dC (**A**) or 6mA normalized to dA (**B**) are represented. Error bars denote standard deviations from three independent experiments. Only background levels of modified nucleosides were detected when purified recombinant TET catalytic domain was incubated with unmodified (ctr) oligonucleotides.

**Figure 3—figure supplement 2.**
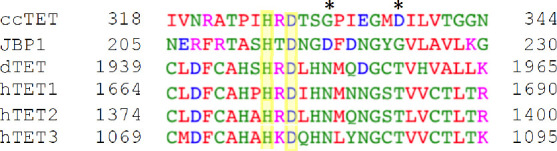
Multiple sequence alignment of ten-eleven translocation (TET)/JBP family members. The sequence surrounding the HxD motif in *Coprinopsis cinerea* TET (ccTET), *Trypanosoma brucei* JBP1, *Drosophila melanogaster* TET (dTET), and *Homo sapiens* TET1, TET2, TET3 is shown. Conserved amino acids between TET homologs are boxed in yellow. The two key amino acids required for N6-methyladenine (6mA) oxidation by ccTET are labeled with a star.

Although previous reports suggested that TET controls fly viability, ovarian development, or adult brain formation by demethylating 6mA (Yao et al., 2018; Zhang et al., 2015), the functional importance of TET enzymatic activity has never been tested genetically as available *tet* alleles either abolish its expression or delete the whole catalytic domain. In view of our results and to address this issue, we generated a catalytic dead mutant allele of *tet* (*tet^CD^*). Accordingly, the conserved HxD iron-binding motif required for the catalytic activity of TET/AlkB dioxygenase family of enzymes (Hu et al., 2013; Tahiliani et al., 2009; Xu and Bochtler, 2020) was mutated by CRISPR/Cas9-mediated homologous recombination using a *tet-GFP* knock-in which allows to tag all protein TET isoforms with GFP (Figure 4A and B). Of note, immunostaining in the larval CNS confirmed that TET is widely expressed in this tissue and showed that the H1947Y/D1949A mutation does not alter TET expression or its nuclear localization (Figure 4C–H). Strikingly, while *tet^null^* homozygote individuals die at the pupal stage (Delatte et al., 2016), we found that *tet^CD/CD^* as well as *tet^CD/null^* pupae had a normal hatching rate and gave rise to viable adult flies (Figure 4I). We did not observe the lethality of *tet^CD/CD^* individuals at earlier developmental stages either (Figure 4—figure supplement 1). Then, we assessed whether this mutation affected adult wing positioning, ovarian development, or mushroom body formation as reported upon TET loss of expression (Wang et al., 2018; Yao et al., 2018; Zhang et al., 2015). Yet, *tet^CD/CD^* flies did not exhibit the ‘held out’ wing positioning defects present in *tet^DMAD1/DMAD2^* adult escapers (Figure 4J, J' and J'’). Similarly, atrophied ovaries or mushroom body projection defects observed in the absence of TET expression were not reproduced when only its catalytic activity was impaired (Figure 4K, K’, K” , L and L’, L’’). Thus, TET function in *Drosophila* seems essentially independent of its enzymatic activity, indicating that TET-mediated regulation of 6mA level, if it truly happens, is not essential either for fly development.

**Figure 4.**
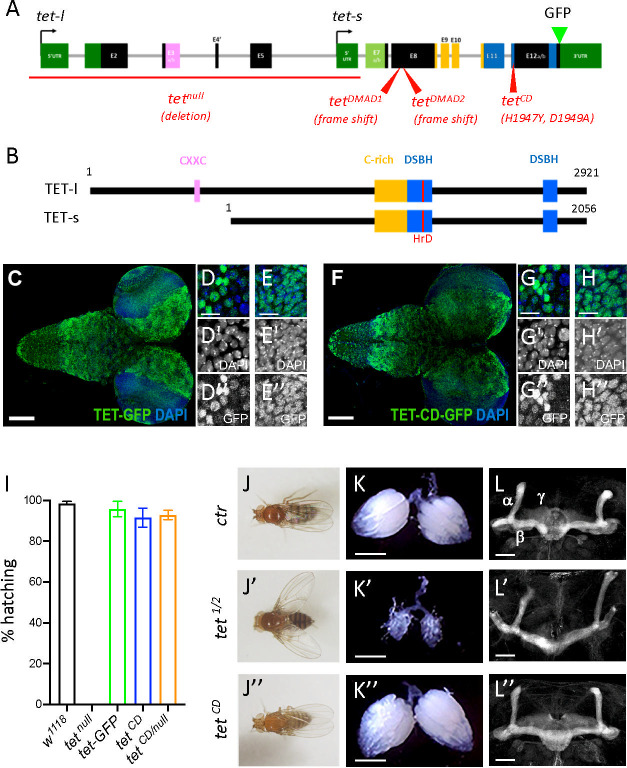
Ten-eleven translocation (TET) catalytic activity is largely dispensable in *Drosophila*. (**A, B**) Schematic representation of *tet* locus (**A**) and main protein isoforms (**B**). (**A**) *tet* is transcribed from two alternative promoters giving rise to *tet-long (tet-l*) and *tet-short (tet-s*) isoforms. Filled boxes represent exons; non-coding exons (UTR) are depicted in green, and coding exons in black or according to their domain-associated color. Introns are represented as gray lines (not to scale). The *tet null, DMAD1, DMAD2,* and *catalytic dead (CD*) alleles are depicted in red. The location of the GFP insertion generated by CRISRP/Cas9-mediated knock-in is also indicated. (**B**) The conserved domains of TET are colored; pink: CXXC DNA binding domain, orange: Cystein-rich domain, blue: double-stranded ß helix (DSBH) domain, red: HxD (iron binding motif). Amino acid positions are indicated according to the longest TET-l and TET-s isoforms. (**C–H**) Expression pattern of the wild-type and catalytic-dead versions of TET in the larval central nervous system (CNS). *tet-GFP* (**C–E**) and *tet^CD^-GFP* (**F–H**) knock-in lines were used to detect TET proteins by confocal imaging after immunostaining against GFP (green). Nuclei were labeled with DAPI (blue). (**C, F**): stitched images showing dorsal views of the entire CNS. Scale bar: 100 µm. (**D, E, G, H**): high-magnification views of TET expression in the ventral nerve cord (**D, G**) or the central brain (**E, H**). DAPI-only and GFP-only channels are presented in the middle (‘) and lower (‘’) panels, respectively. Scale bar: 10 µm. (**i**) Percentage of adult flies of the indicated genotypes hatching from their pupal case. Means and standard deviations from four independent experiments. (**J–L**) Wing positioning (**J**), ovaries (**K**), and mushroom bodies (**L**) of wild-type adult flies (*ctr: tet-GFP*) as compared to flies lacking TET expression (*tet^1/2^: tet^DMAD1/DMAD2^* adult escapers) or TET enzymatic activity (*tet^CD^*). (**L-L"**) Immunostaining against Fas2 on adult brains was used to label mushroom body α, β, and γ lobes. (**K-K"**) Scale bar 500 µm. (**L-L"**) Scale bar 50 µm.

**Figure 4—figure supplement 1.**
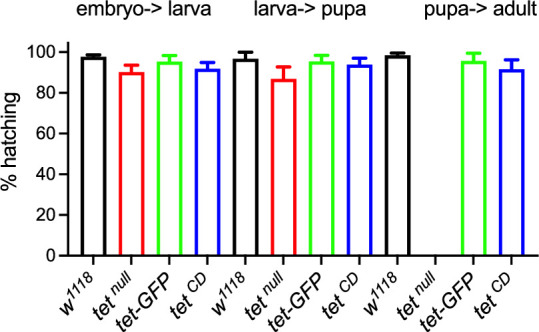
Survival assays shows the percentage of hatching embryos, larvae, and adults of the indicated genotypes. Means and standard deviations are from at least six independent experiments.

### Conclusions

In sum, our results confirm that 6mA is present only at very low levels in the *Drosophila* genome. With only a few hundred methylated adenines per haplogenome, we argue that 6mA is unlikely to play a major regulatory function in normal conditions. In addition, we did not find any evidence that TET loss promotes 6mA accumulation. Rather, our results strongly suggest that this conserved enzyme is not a methyladenine demethylase and that its catalytic activity is largely dispensable for *Drosophila* development. Further experiments will be necessary to firmly establish whether regulated adenine methylation/demethylation takes place and what are the enzymes involved, not only in *Drosophila* but also in other metazoans. Besides, our analyses call for further investigations of the molecular mechanisms underlying the essential, enzymatic-independent, mode of action of TET.

## Methods

### Fly strains and breeding

The following *D. melanogaster* strains were used: *w^1118^* (control, Bloomington), *tet^null^* (Delatte et al., 2016), *tet^DMAD1^*, *tet^DMAD2^* (Zhang et al., 2015). *tet^null^* (a kind gift from Dr R. Steward) was generated by FRT site recombination between two PBac insertions, resulting in the absence of *tet* transcription (Delatte et al., 2016). *tet^DMAD1^* and *tet^DMAD2^* (kind gifts from Dr. D. Chen) were obtained by CRISPR and produce truncated TET proteins deleted from their C-terminal domain (including the whole catalytic domain) (Zhang et al., 2015). 

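Total RNA from the central nervous system of L3 larvae was sequenced for 3 wild-type and 2 *tet null* libraries. *tet* FPKM was 224 ± 3.27 in wild type (SD, n = 3 libraries) and 0.640 ± 0.013 in *tet null* (SD, n = 2), which is 0.286% of the wild-type mean. The log2 fold change of FPKM + 1 was -7.10 (standard error 0.07, adjusted p = 1.0e-07 from limma), and the *tet null* libraries held 238 and 184 *tet* fragments against 73364 to 129457 in wild type. *pgant6*, next to *tet* on its left on 3L, did not differ in the same test (log2 fold change 0.03, adjusted p = 0.90), and *CR44531* on its right was below an FPKM of 1 in all libraries.
The deposited FPKM were made by the authors, and the paper's text does not describe the RNA-seq; the submitters' notes name HISAT2, HTSeq, Cufflinks and DESeq2 without their roles. The libraries held 41285960, 29876882 and 23572394 fragments in wild type and 27280319 and 20501395 in *tet null*, as recovered from the FPKM and the exon lengths. FPKM were tested as log2(FPKM + 1) with limma over the 9699 genes with an FPKM of at least 1 in at least 2 libraries.
The SMRT-seq calls also differed at the gene. *tet* lies on 3L from 2786207 to 2879158 on the minus strand and held 120 wild-type calls (coverage ≥25 x and QV ≥20; exact 95% Poisson interval 99.5 to 143) and 23 *tet null* calls (14.6 to 34.5). From 2806623 to 2883896, a stretch of 77.3 kb found from the calls themselves after they were seen, the *tet null* fusion had no call at any listed coverage while the wild-type fusion had 88 (70.6 to 108), and no other stretch of 3L without *tet null* calls was as long. All 6 annotated *tet* transcripts start within it, as does 35.8% of the exon sequence, and calls in the 100 kb on either side numbered 134 and 108 in wild type and 132 and 102 in *tet null*. Read coverage without calls is not in the values analysed here, and calls are sparse, so the ends of the stretch are those of the missing calls only. *CR44531* lies within the stretch near its right end. Its FPKM was 0.19 and 0.42 in the *tet null* libraries and 0.11 to 0.33 in wild type, too low to place that end. The paper states that recombination between the insertions abolishes *tet* transcription.

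**Figure D3:**
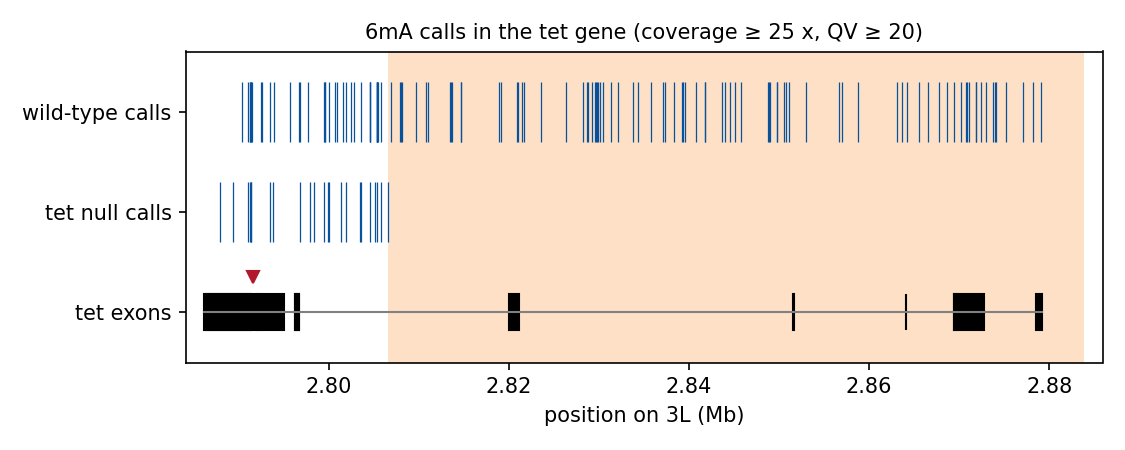
Map of *tet* on 3L (horizontal axis, position in Mb) with its annotated exons as black boxes, and 6mA calls in the gene at a coverage ≥25 x and a QV ≥20 as blue lines, 1 row per fusion. The shaded stretch holds no *tet null* call and the red triangle marks the codons of the HRD motif, outside that stretch.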

The *tet-GFP* knock-in line was generated by InDroso Functional Genomics (Rennes, France) using CRISPR/Cas9-mediated homologous recombination to insert the EGFP in the frame with the last amino acid of TET. Similarly, the catalytic dead *tet^CD^* flies were generated by CRISPR/Cas9-mediated homologous recombination in the *tet-GFP* background to mutate the TET HRD motif into YRA (*dm6:* chromosome 3 L:2,791,624 ‘A’ to ‘C’ and 3 L:2,791,631 ‘C’ to ‘T’). 

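In the dm6 reference the HRD motif of *tet* is encoded on the minus strand of 3L from 2791623 to 2791631, where the coding strand reads CACAGGGAT. With the changes the paper gives at 2791624 and 2791631, both stated for the coding strand, the same 9 bases read TACAGGGCT and encode YRA. The motif lies in an exon from 2791432 to 2791945 that all 6 annotated transcripts share, and within the coding strand sequence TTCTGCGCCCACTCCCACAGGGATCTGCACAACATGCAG from 2791608 to 2791646. No 6mA call was listed within these 39 bases in the wild-type or the *tet null* fusion.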

In both cases, the resulting flies were validated by sequencing.

Unless otherwise specified, stock maintenance and sample collection were performed using classic fly medium (75 g/l organic corn flour, 28 g/l dry yeast, 40 g/l sucrose, 8 g/l agar, 10 ml/l Moldex 20%) with a 12 hr dark:light cycle. Germ-free *Drosophila* lines were generated as described (Sabat et al., 2015). Briefly: embryos were collected on grape juice agar plates, dechorionated with 2.7% bleach for 2–3 min, washed in sterile ddH2O, and transferred to standard fly medium supplemented with antibiotics (50 µg/ml amoxicillin, tetracyclin, kanamycin and puromycin) for at least two successive generations. When ‘holidic’ medium was used to avoid any source of contamination by exogenous DNA, embryos from germ-free adults were collected on grape juice agar plates, dechorionated, washed with ddH2O, and transferred to a chemically-defined medium, using the amino acid ratio of the FLYAA recipe (Piper et al., 2017), together with antibiotics to maintain axenic conditions. All crosses and larvae collections were performed at 25 °C.

### Viability assays

Embryos were collected at 25 °C from 1-week-old flies over 8 h on grape juice agar plates. For each genotype, batches of 100 embryos were transferred to corn flour-yeast-agar plates; the number of first instar larvae was counted after 30 hr, the number of pupae was counted at day 9 and the number of hatched adults was counted from days 10–15. Each experiment was repeated at least four times.

### Immunostainings

Third instar larvae or adult fly brains were dissected in 1 X phosphate buffer saline (PBS) and fixed for 25 min in PBS containing 4% paraformaldehyde. Fixed samples were washed rapidly twice with PBS and three times for 15 min with PBS-0.3% Triton X-100 (PBT) before being pre-incubated for 1 h in PBT-1% bovine serum Albumin (BSA, Sigma). Samples were incubated overnight at 4 °C with primary antibody diluted in PBT-1% BSA, washed three times for 15 min in PBT, and incubated with respective secondary antibodies diluted in PBT-1% BSA for 3 hr at room temperature or overnight at 4 °C. Samples were washed in PBT and mounted in Vectashield-DAPI (Vector Laboratories). Images were acquired using a Leica LSM800 confocal microscope. The following antibodies were used: goat anti-GFP (Abcam, 1/500), mouse anti-Fasciclin II (DSHB, 1/25), donkey anti-goat Alexa Fluor 488 (Invitrogen, 1/1000), donkey anti-mouse Cy3 (Jackson Immuno, 1/1000).

### Bacterial contamination assays

The presence of bacterial DNA contamination in parental and ‘germ-free’ derived stocks was checked by PCR using universal primers targeting bacterial *16 S rDNA* (*16* S-s: 5’-AGAGTTTGATCCTGGCTCAG-3’, *16 S-r:* 5’-GGTTACCTTGTTACGACTT-3’ Weisburg et al., 1991) and primers amplifying the *wsp* gene from the endosymbiont *Wolbachia* (*wsp-s*: 5’-TGGTCCAATAAGTGATGAAGAAAC-3’, *wsp-r*: 5’-AAAAATTAAACGCTACTCCA-3’ as from Jeyaprakash and Hoy, 2000). The presence of any contaminant was also checked by DNA sequencing: for each sample, genomic DNA from 10 adult flies (five males/five females) was extracted using DNeasy Blood & Tissue Kit (Qiagen). DNA was resuspended and sheared in 1 X TE (0.1 mM EDTA, 10 mM Tris HCl pH 8.0) by sonication for 20 min (30 sec ON/30 sec OFF) using the Bioruptor Pico (Diagenode) to obtain an average size of ~300 pb. DNA libraries were prepared from 1 µg DNA using the NEBNext Ultra II DNA Library Prep Kit (Illumina) following manufacturer’s instructions and sequencing was performed by Novogene (Cambridge, UK) using NovaSeq 6000 (paired-end, 150pb). Between 15–19 million reads were obtained per sample. To assess the presence of contamination, the resulting reads were first aligned to the *Drosophila* reference genome (dm6 Ensembl release 70) with Bowtie2. Unaligned reads were then processed for blast search to bacteria, viral, and fungal genomes using the DecontaMiner tool (Sangiovanni et al., 2019).

### LC-MS/MS analyses

For DNA purification, whole larvae, bleach-dechorionated embryos, or dissected adult brains of the required genotypes were washed in sterile PBS, crushed in lysis buffer (100 mM Tris-HCl pH 9, 100 mM EDTA, 1% SDS), incubated at 70 °C for 30 min and then in 1 M potassium acetate at 4 °C for 30 min. After centrifugation at 12,000 g for 20 min, the supernatant was digested with RNAse A and RNAse H for 3 hr at 37 °C, extracted twice with phenol-chloroform-isoamyl alcohol (25:24:1) and precipitated with isopropanol. DNA from dissected third instar larval brains (around 100 per sample) was extracted using DNeasy Blood & Tissue Kit (Qiagen), digested with RNAse A and RNAse H for 3 hr. In both types of extraction, DNA was precipitated with 500 mM ammonium acetate (pH 6.2). DNA pellets were dissolved in ddH2O, and their concentration, as the absence of RNA contamination, was checked on a Qubit 3.0 fluorometer (Invitrogen).

Up to 1200 ng of DNA per sample were digested to nucleosides using 0.6 U nuclease P1 from *P. citrinum* (Sigma-Aldrich), 0.2 U snake venom phosphodiesterase from C. *adamanteus* (Worthington), 0.2 U bovine intestine phosphatase (Sigma-Aldrich), 10 U benzonase (Sigma-Aldrich), 200 ng Pentostatin (Sigma-Aldrich), and 500 ng Tetrahydrouridine (Merck-Millipore) in 5 mM Tris (pH 8) and 1 mM MgCl2 for 2 hr at 37 °C. 1000 ng of digested DNA were spiked with internal standard (D_3_-5mC and D_2_,^15^N_2_-5hmC, 250 fmol each) and subjected to analysis by LC-MS (Agilent 1260 Infinity system in combination with an Agilent 6470 Triple Quadrupole mass spectrometer equipped with an electrospray ion source (ESI)). The solvents consisted of 5 mM ammonium acetate buffer (pH 5.3, adjusted with acetic acid; solvent A) and LC-MS grade acetonitrile (solvent B; Honeywell). A C18 reverse HPLC column (SynergiTM 4 µM particle size, 80 Å pore size, 250 × 2.0 mm; Phenomenex) was used at a temperature of 35 °C and a constant flow rate of 0.5 mL/min was applied. The compounds were eluted with a linear gradient of 0–20% solvent B over 10 min. Initial conditions were regenerated with 100% solvent A for 5 min. The four main nucleosides were detected photometrically at 254 nm *via* a diode array detector (DAD). The following ESI parameters were used: gas temperature 300 °C, gas flow 7 L/min, nebulizer pressure 60 psi, sheath gas temperature 400 °C, sheath gas flow 12 L/min, capillary voltage 3000 V, nozzle voltage 0 V. The MS was operated in the positive ion mode using Agilent MassHunter software in the MRM (multiple reaction monitoring) mode. Therefore, the following mass transitions were used to detect the respective modifications: 6mA 266->150; 5mC 242->126; D_3_-5mC 245->129; 5hmC 258->142; D_2_,^15^N_2_-5hmC 262->146; 5fC 256->140. For absolute quantification, internal and external calibrations were applied as described previously (Kellner et al., 2014), except for 6mA and 5fC, for which only external calibration was performed.

### SMRT sequencing analyses

Around 250 brains from *w^1118^* or *tet^null^* third instar larvae were dissected for each sample. Tissues were crushed in lysis buffer (100 mM Tris-HCl pH 9, 100 mM EDTA, 100 mM NaCl,1% SDS), digested with RNase A for 15 min at room temperature and 30 min at 65 °C, before being incubated with four volumes of 3.2 M LiCl, 0.9 M KAc for 30 min at 4 °C. After centrifugation at 12,000 g for 20 min at 4 °C, the supernatant was extracted twice with phenol-chloroform-isoamyl alcohol (25:24:1) and DNA was precipitated with isopropanol. 5 µg of DNA were used to prepare each sequencing library.

SMRT-seq was performed at the Gentyane Sequencing Platform (Clermont-Ferrand, France) with a PacBio Sequel Sequencer (Pacific Biosciences, Menlo Park, CA, USA). The SMRTBell libraries were prepared using a SMRTbell Express 2 Template prep kit, following the manufacturer’s recommendations. High Molecular Weight Genomic DNA (5 µg) was sheared with the 40 kb program using a Diagenode Megaruptor (Diagenode) to generate DNA fragments of approximately 30 kb. Assessment of the fragment size distribution was performed with a Femto Pulse (Agilent Technologies, Santa Clara, CA, USA). Sheared genomic DNA was carried into enzymatic reactions to remove single-strand overhangs and to repair any damage that may be present on the DNA backbone. An A-tailing reaction followed by the overhang adapter ligation was conducted to generate the SMRTBell templates. After a 0.45 X AMPure PB beads purification, the samples were size-selected using the BluePippin (Sage Science, Beverly, MA, USA) to recover all the material above 15 kb. The samples were then purified with 0.45 X AMPure PB Beads to obtain the final libraries of around 30 kb. The SMRTBell libraries were quality inspected and quantified on a Femto Pulse and a Qubit fluorimeter with Qubit dsDNA HS reagent Assay kit (Life Technologies). A ready-to-sequence SMRTBell Polymerase Complex was created using a Binding Kit 3.0 (PacBio) and the primer V4, the diffusion loading protocol was used, according to the manufacturer’s instructions. The PacBio Sequel instrument was programmed to load a 6 pM library and samples were sequenced on PacBio SMRTCells v2.0 (Pacific Biosciences), acquiring one movie of 600 min per SMRTcell.

For each sequenced sample, SMRT-seq reads were aligned using pbmm2 tool (https://github.com/PacificBiosciences/pbmm2) (version 1.1.0) on *Drosophila* genome (dm6 Ensembl release 70). For each condition (wild-type or *tet^null^*), a fusion of alignments of the three biological replicates was done using « samtools merge » (Li et al., 2009). 6mA detection was performed on individual and on merged samples with IpdSummary tool from KineticTools (http://github.com/PacificBiosciences/kineticsTools) (version 2.4.1) applying the following parameters: --identify m6A --numWorkers 16 --p-value 0.01 --identifyMinCov 5 –methylFraction. To detect 6mA with higher confidence, we applied several thresholds on coverage and modificationQV (QV) with homemade scripts in bash and R. The SMRT-seq data are deposited under GEO accession number GSE206852.

### Purification of *Drosophila* TET catalytic domain

The catalytic domain of *drosophila* TET (dTET) was cloned in pET28a expression vector. The His-tagged protein was overexpressed in *E. coli* BL21 (DE3) CodonPlus RIL cells for 17 h at 16 °C. Cells were resuspended in lysis buffer (50 mM HEPES pH 7.5, 20 mM imidazole, 500 mM NaCl, 1 mM DTT, 10% glycerol, and supplemented with protease inhibitor 0.2 mM PMSF) and disrupted using Bandelin Sonoplus ultrasonic homogenizer. The cell lysates were cleared by centrifugation (Lynx 600 (Thermo), Fiberlite F21−8x50 y) at 38.300 g for 30 min at 4 °C and the supernatant was loaded onto an affinity column packed with Ni-NTA agarose beads (Genaxxon, Germany). The column was washed with wash buffer (50 mM HEPES pH 7.5, 20 mM imidazole, 500 mM NaCl, 1 mM DTT, 10% glycerol) then the recombinant protein was eluted with elution buffer (50 mM HEPES pH 7.5, 250 mM imidazole, 500 mM NaCl, 1 mM DTT, 10% glycerol). Purified protein was dialyzed against dialysis buffer I (50 mM HEPES pH 7.5, 1 mM DTT, 300 mM NaCl, and 10% glycerol) followed by dialysis buffer II (50 mM HEPES pH 7.5, 1 mM DTT, 300 mM NaCl, and 50% glycerol).

### TET activity assays

The double-stranded DNA substrates were prepared by annealing forward oligos and reverse complement counterparts by heating at 95 °C followed by bringing the temperature to RT slowly on the heat block in Annealing Buffer (10 mM Tris-HCl pH7.5 100 mM NaCl). Forward oligos sequences containing a 5mC or 6mA modified nucleotide were the following: 5mC 5'-GTAAGTCTGGCA5mCGTGAGCCTCAGAG-3', 6mA 5'-GTAAGTCTGGCG6mAGTGAGCCTCAGAG-3'. The reaction was performed with 0.5 μM DNA substrate and 2 μM recombinant dTET in Reaction Buffer (50 mM HEPES pH 6.8, 100 μM Ammonium ion(II) sulfate hexahydrate, 1 mM, α-ketoglutarate, 1 mM ascorbic acid, and 150 mM NaCl) at 37 °C. Reaction was stopped at different time points by adding 2 µl of 0.5 M EDTA to a 40 µl volume reaction followed by heating at 90 °C for 5 min. Samples were treated with proteinase K for 1 hr at 50 °C and precipitated with ethanol. The level of 6mA, 5mC, 5hmC, and 5fC was analyzed by LC-MS/MS as described above.

## Data Availability

The SMRT-seq data have been deposited on GEO (GSE206852). Source data files have been provided for all images of gels in main and supplementary figures. All other data generated during this study are included in the manuscript and supporting files. The following dataset was generated: WaltzerL RenaudY 2022Analysis of gene expression in the *Drosophila* larval central nervous systemNCBI Gene Expression OmnibusGSE206852

## Additional files

Supplementary file 1. Genome coverages of wild-type and *tet^null^* fusin datasets in SMRT-seq.

Supplementary file 2. Percentages of 6mA/A according to QV and coverage cut-off in wild-type and tet*^null^* fusion datasets.

Supplementary file 3. Proportions of replicated 6mA (triplicated and/or duplicated).

Supplementary file 4. Percentages of 6mA/A and 6mA fractions of methylation according to QV in the three wild-type or three *tet^null^* datasets (coverage ≥25 x).

MDAR checklist

# Supplementary material for: Adenine methylation is very scarce in the Drosophila genome and not erased by the ten-eleven translocation dioxygenase
**Source:** eLife. 2023 Dec 21;12:RP91655. doi: 10.7554/eLife.91655
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | Materials availability |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Methods |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Methods |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Methods |  |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Methods |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | **N/A** |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination |  | N/A |
| Randomisation |  | N/A |
| Blinding |  | N/A |
| Inclusion/exclusion criteria |  | N/A |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Legends & methods |  |
| Define whether data describe technical or biological replicates. | Biological replicates |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Legends |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Data availability statement |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Method + data availability statement |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | N/A |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | N/A |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

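SMRT-seq was made from genomic DNA, and RNA-seq from total RNA, of the central nervous system of L3 larvae of the wild-type and *tet null* genotypes. SMRT-seq had 3 biological replicates per genotype and RNA-seq 3 wild-type and 2 *tet null* libraries. The deposited SMRT-seq values are calls on the merged alignments of each genotype, so that no value per replicate could be computed and each fusion counts as 1 sample. For each call the authors give the modification QV, a score; the coverage on the strand of the call, a signal that is not normalized; the IPD ratio; and the fraction of methylation, a fraction of molecules. The authors aligned the reads to dm6 with pbmm2 1.1.0, merged alignments with samtools and called 6mA with ipdSummary of kineticsTools 2.4.1, with no amplified control stated. The deposited IPD ratio is the ratio the authors' ipdSummary run gave of the mean interpulse duration to the one its model predicts for an unmodified base, with no further normalization stated. The deposited fraction of methylation is the fraction of methylated molecules at the base that the same run of the authors estimated. The listed calls start at a QV of 20 and a coverage of 20.

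The called percentage is the number of calls at a coverage of at least 25 and a QV of at least 20 over the adenines covered at least 25 x in the paper's Supplementary file 1. All listed calls were counted, including 29 wild-type and 54 *tet null* calls on the mitochondrial genome. Shares have exact binomial 95% intervals, ratios of counts exact conditional intervals (Mantel-Haenszel where matched on coverage, over strata of the covered adenines) and single counts exact Poisson intervals. Calls were shared between the fusions when chromosome, position and strand were the same. The shared number expected for independent calls is the product of both call numbers over the covered adenines. Contexts and annotation classes were compared with all adenines on both strands of the dm6 chromosomes, with exon, intron and intergenic classes from the Ensembl annotation of BDGP6. Regional ratios used calls with a QV of at least 50 in windows of 1000 kb on 2L, 2R, 3L, 3R and X, and 1000 shuffles of the genotype labels. Neighbouring windows were compared in windows of 250 kb after centring each arm, against 1000 shuffles of the window order. On simulated calls, the comparison of neighbouring windows and the test of variation between windows each found blocks of 2 Mb in 20 of 20 draws. They called 0 and 1 of 20 even draws. Blocks of a single size and strength were simulated, so these draws do not show how weak a structure would be found. The paper's own values per replicate (Supplementary file 4) were compared with a two-sided exact permutation test. Percentages restricted to the large arms were not computed, since the covered adenines are not given by arm. The share of calls found in all 3 replicates was not computed, since the files analysed here hold no calls per replicate.

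The RNA-seq values are FPKM by the authors, fragments per kilobase of gene per 1000000 mapped fragments, for 17490 genes. The submitters' notes name Trimmomatic, FastQC, HISAT2, HTSeq, Cufflinks and DESeq2, without saying how they were used. The values fit fragments over the union of exons: with the library depth recovered from them, 98.1% to 98.3% of values under 200 fragments lay within 0.05 of a whole number. The recovered depth was 41285960, 29876882 and 23572394 fragments in the wild-type libraries and 27280319 and 20501395 in the *tet null* libraries. Of the gene identifiers 17216 matched the annotation used here, and symbols are given as deposited. Genes with an FPKM of at least 1 in at least 2 libraries (9699 genes) were tested as log2(FPKM + 1) with limma 3.58.1 in R 4.3.3, with a trended variance prior, 2-sided, and Benjamini-Hochberg adjustment over the genes tested. Genes were called at an adjusted p under 0.05. At this number of libraries, 86.6% of simulated log2 changes of 1 were called, with 13 false calls per draw of 9699 genes. The simulated noise was independent between genes, had the moderated variances and was alike in both groups. These figures therefore do not cover effects shared by the genes of a library, and the power in the real libraries may be lower.

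Gene lists were tested with limma's camera with its preset correlation of 0.01, over the lists with at least 5 measured genes, and with an estimated correlation and with fry as alternatives. On simulated data with independent genes, a raised set was called in 20 of 20 draws and an unchanged set in 0. These draws do not test lists whose genes are correlated, as the ring gland genes were estimated to be (correlation 0.28). The 24 lists were 6mA, 5mC and TET-linked factors; RNA m6A machinery; Polycomb and trithorax; neuroblast; neuron; neuropeptide; glia; optic lobe; axon guidance and mushroom body; cell cycle and replication; ecdysone response; heat shock and stress; immune response; small RNA transposon silencing; circadian clock; sex composition; imaginal disc; fat body; ring gland; hemocyte; muscle; trachea; salivary gland; and gut. Genes were named by a rule: *tet*, the 10 called genes with the largest rise and the 10 with the largest fall whose groups did not overlap, *w*, the neighbours of *tet*, and up to 3 members of each list with the smallest adjusted p. SMRT-seq calls were named when among the 5 of highest QV in a fusion or in the *tet* gene. Calls per gene were related to expression change across genes with 100000 permutations and with a logistic regression on the adenines per gene and the mean expression (statsmodels 0.14.6).

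The thresholds, the tests of calls, percentages, contexts, genes and gene lists, the lists and the naming rule were fixed before the data were examined. Chosen afterwards were the comparison by arm at raised QV, the windows, their tests and simulations, the stretch without *tet null* calls, the grouping of small nucleolar RNAs and short genes, and the tests of explanations. Alternatives were other QV and coverage thresholds, other pseudocounts, filters, scalings and variance models, a replicate block, and leaving out each RNA-seq library. Added alternatives, also chosen afterwards, were higher coverage minima and matching on coverage for the ratio, *Tet* left out of its list, counts without mitochondrial calls or chromosome 3, scaling on protein-coding genes, leaving out short genes, and limma's voom on recovered fragments. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.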

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

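The windows, the grouping of small nucleolar RNAs and the tests of explanations were chosen after the data were seen, and of these the tests of likeness between neighbouring windows, of the ratio on chromosome 2 and of the host medians, and the short genes by class, after the result itself was seen.

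The RNA-seq of the same genotypes is not reported in the paper's text. Of 9699 genes tested, 259 differed between *tet null* and wild type at an adjusted p under 0.05 from limma, 110 higher and 149 lower, and 1971 had an unadjusted p under 0.05 where 485 are expected by chance. The groups of libraries did not overlap for 3833 genes (39.5%, against 20% by chance). The number of called genes fell whichever library was left out: it was 86 without wild-type replicate 1, 134 without wild-type replicate 2 and 95 without wild-type replicate 3. It also fell without either *tet null* library, which leaves 1 in that group, and no called gene changed sign. Fewer libraries lower the power by themselves, so the falls cannot tell lost power from dependence on single libraries. The paper describes no crossing of *tet null* into the background of its wild-type control. Strain background therefore cannot be told apart from loss of *tet* for any RNA-seq difference in these sections.

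Of 8 lists of genes of tissues other than the central nervous system, 4 were higher in the *tet null* libraries, in data the paper does not report, and imaginal disc, gut, hemocyte and muscle did not pass (adjusted p = 0.59, 0.27, 0.59 and 0.55; hemocyte and muscle with medians below 0). The 13 measured ring gland genes had a median log2 fold change of 1.03 (12 above 0; 5 higher at an adjusted p under 0.05, 11 adjusted over the list alone; camera adjusted p = 1.3e-09), the 6 trachea genes 0.75 (6 above 0; 1 higher, 4 adjusted over the list alone; adjusted p = 0.0028), the 9 salivary gland genes 0.63 (8 above 0; 0 higher, 4 adjusted over the list alone; adjusted p = 0.024) and the 12 fat body genes 0.56 (10 above 0; 0 higher, 0 adjusted over the list alone; adjusted p = 0.033). With an estimated correlation only the ring gland kept an unadjusted p under 0.05 (0.045), the others having a p of 0.082, 0.149 and 0.228, and none passed after adjustment (0.88). With fry the ring gland passed (adjusted p = 0.032), but not once *Tet*, which the genotype removes, was left out of the TET-linked list tested beside it (0.065), and the trachea (0.126), salivary gland (0.39) and fat body (0.39) did not. Over the 17 refits of camera at its preset correlation the adjusted p of the ring gland lay between 1.1e-14 and 9.9e-06 and that of the trachea between 0.00013 and 0.015. That of the salivary gland reached 0.112 without wild-type replicate 2 and 0.074 without *tet null* replicate 2, and that of the fat body 0.107 without wild-type replicate 3 and 0.348 without *tet null* replicate 2.

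Steroid synthesis genes led the ring gland list: *sad* rose by 2.14 on the log2 scale (adjusted p = 0.015 from limma), *spok* by 2.05 (0.029) and *phm* by 1.86 (0.035). With no filter on low values *spok* (adjusted p = 0.053 from limma) and *phm* (0.062) lost their calls, as did *phm* without a variance trend (0.054). *sad* lost its call without wild-type replicate 1 (adjusted p = 0.057) or *tet null* replicate 2 (0.083), *spok* without any 1 wild-type library (0.072 to 0.089), and *phm* without any 1 wild-type library (0.057 to 0.088) or *tet null* replicate 2 (0.180). A candidate source is ring gland tissue carried along with the *tet null* central nervous systems; the 10 other measured ring gland genes had a median log2 fold change of 0.88 (bootstrap 95% interval 0.48 to 1.07), between the bounds of 0.5 and 1 set for that test, so it stays open. Stronger ecdysone signalling also stays open, since the ecdysone response list had a median of 0.080 (bootstrap 95% interval -0.037 to 0.301), below the bound of 0.1 set against it by less than its spread. Both bootstrap intervals resample genes and hold no variation between libraries. Dissection is not described by library, so neither source can be told apart here from a change of the gland itself.

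Small nucleolar RNAs were lower in the *tet null* libraries, in data the paper does not report: 17 were lower and 2 higher at an adjusted p under 0.05 from limma, with a median log2 fold change of -0.25 (-0.34 to -0.17) over 213 genes. The intervals in this paragraph are over genes or hosts and hold no variation between libraries. No median without single libraries is given here, so how far the fall rests on 1 of them is open. A lower yield of short RNAs stays open: the 436 other genes under 300 bases had a median of -0.0600 (-0.113 to -0.0113), but by class the 24 small nuclear RNAs had -0.68 (-1.22 to -0.48; 4 lower, 0 higher) and the 103 transfer RNAs -0.30 (-0.45 to -0.21; 3 lower, 1 higher), while the 187 with no class given had 0.01 (-0.01 to 0.06), so the fall was not particular to small nucleolar RNAs. The median of all 436 lay past the bound set beforehand against a lower yield, but by less than its spread. A fall of host transcripts by as much is argued against over 167 small nucleolar RNAs with 1 host: the hosts had a median of -0.042 (-0.097 to 0.033, resampling the 65 hosts) against -0.27 for their small nucleolar RNAs. A looser link to the hosts stays open (Spearman rho 0.132, -0.021 to 0.278). No other biological explanation was tested.

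The excess of 6mA calls in the *tet null* fusion was regional, which the paper does not report: at a QV of at least 50 the ratio of calls to wild type was 1.25 on chromosome 3 (1.22 to 1.28). Over windows of 1 Mb the ratio of calls did not follow the ratio of the median coverage at the calls (Spearman rho 0.0414, -0.131 to 0.211). Coverage at calls is not that of all adenines of a window. A regional difference in sequencing depth is thus argued against only as far as coverage at the calls shows it. Over the whole genome the excess was smaller once matched on coverage. An even loss of 6mA removal by TET does not account for chromosome 3, since the ratio on chromosome 2 was 1.02 (0.99 to 1.05) at the same QV, but a small even excess stays open: at a QV of at least 20 chromosome 2 had 1.04 (1.03 to 1.05), and at a QV of at least 50 all chromosomes other than 3 had 1.04 (1.01 to 1.06) and X 1.12 (1.06 to 1.19). These ratios are not matched on coverage, and the chromosomes other than 3 include X. At a QV of at least 50 the median coverage at calls on X was 58 in wild type and 62 in *tet null*. On chromosome 2 it was 76 and 78, so a difference in depth is not excluded for X. Strain sequence differences inherited in blocks are a candidate explanation. *tet* lies on 3L, so larvae homozygous for *tet null* carry the linked part of chromosome 3 from the *tet null* stock on both copies. How far along the chromosome this reaches is not known here, and it was not tested as a source of the excess. Windows of 250 kb resembled those 1000 kb away on the same arm (correlation 0.119, above 0.0634, the 95th percentile of 1000 shuffled orders). The correlation was 0.0754 at 2000 kb (95th percentile 0.0706) and -0.0144 at 4000 kb. Any cause that varies slowly along the arms would give such likeness, so the test cannot single out strain differences. Whether strain sequence differences also change expression cannot be told: the Spearman rho between the absolute log2 ratio of calls and the share of differentially expressed genes was 0.0897 (-0.0910 to 0.265) over 120 windows, below the bound of 0.1 set against it by less than its spread.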

How the results depend on the processing

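Higher coverage minima, matching on coverage, leaving *Tet* out of its list, voom, scaling on protein-coding genes, leaving out short genes, and leaving out mitochondrial calls or chromosome 3 were chosen after the data were seen. The called percentage followed the QV: 0.116%, 0.0301% and 0.000830% in wild type and 0.127%, 0.0340% and 0.00115% in *tet null* at a QV of at least 30, 50 and 100. It was 0.157% (wild type) at a coverage of at least 20, 0.167% and 0.179% at 50, and 0.156% and 0.169% with coverage of 120 or more left out; without mitochondrial calls it moved by less than its interval. The ratio was 1.10, 1.13 and 1.38 for these QV and 1.05 without chromosome 3 and mitochondrial calls. Over coverage minima it was 1.07 at 50, 1.01 (0.986 to 1.03) at 90, 1.01 at 100, 1.05 (1.00 to 1.09) at 110 and 1.06 (1.01 to 1.11) at 120. At a QV of at least 50 it was below 1, at 0.947 (0.907 to 0.988) for 90 and 0.925 for 100, and its interval included 1 at 110 (0.970, 0.909 to 1.03) and 120 (0.976, 0.912 to 1.05). Matched on coverage it was 1.05, and 1.03 at a QV of at least 50, smaller than without matching but above 1. The mean fraction of methylation was 0.552, 0.677 and 0.846 in wild type and 0.541, 0.668 and 0.839 in *tet null* for these QV, 0.513 in wild type at a coverage of at least 20, and 0.501 and 0.494 at 50. The share of wild-type calls found in *tet null* was 36.7%, 33.0% and 30.7% for these QV, 36.1% with coverage of 120 or more left out and 38.1% for calls within 5 bases. The *tet* gene held 23 wild-type and 4 *tet null* calls at a QV of at least 50. A higher QV leaves fewer calls by construction; the cause of the other moves was not tested.

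Of the 259 called genes 128 had an absolute log2 fold change of at least 1. The count was 129 with no filter, which tests 16347 genes, and 440 with voom (188 higher, 252 lower). Leaving out 1 library in turn gave 44 to 156 genes, and the lone *tet null* library is then assumed to vary like wild type. Gene lists past the threshold numbered 4, with 2 after median-centring, 2 with fry (0 with *Tet* left out of its list, where camera kept 4), 0 with an estimated correlation and 3 to 7 when leaving out 1 library. The ring gland and trachea lists passed camera at its preset correlation under all 17 alternative fits. The salivary gland and fat body lists lost the threshold with an FPKM minimum of 5 (adjusted p 0.0605 for both), after median-centring (0.0594 for both) and with a robust variance prior (0.0682 and 0.107). Leaving out 1 library gave an adjusted p from 0.00133 to 0.112 for the salivary gland and from 0.00114 to 0.348 for the fat body. Log2 fold changes of *tet* lay between -8.50 and -7.06 over 17 alternatives, each past the threshold (adjusted p 2.6e-10 to 3.0e-05). For the 20 genes of largest change, 308 of 334 alternatives kept the call, 26 lost it (15 of these when leaving out 1 library) and none changed its direction. The cause of these moves was not tested.

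With the replicate number as a block, 134 genes were called. Same-numbered libraries share only a number: the correlations of their deviations were 0.034 and 0.113 in the 2 pairs. *tet* kept its call, and 5 gene lists passed, the added one being cell cycle and replication (adjusted p = 0.023), which does not pass with an estimated correlation (p = 0.619) and has the other direction without wild-type replicate 1. Major arms alone changed the ratio by less than its interval, and the percentages on major arms and the share of calls in all 3 replicates could not be run, since covered adenines per arm and calls per replicate are not in the files analysed here. What depth limits was not tested in the RNA-seq, whose libraries held 20501395 to 41285960 fragments.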

Differences from the paper's values

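None of the 68 values compared at a coverage of at least 20, 25 or 50 and a QV of at least 20 to 120 differed from the paper's by more than 1.5 times, and over the 264 values of the whole grid of QV and coverage the largest difference was 2.40%. The paper states, from its values per replicate, that SMRT-seq did not reveal an increase in 6mA in the absence of TET. For the fusions it gives 0.158% and 0.172% itself, and it relates the few calls found in all replicates to false positives. The fusion ratios given next therefore do not differ from its values. In the fusions the called share was higher in *tet null*, with a ratio of 1.09 (exact 95% interval 1.08 to 1.10). Matched on coverage, which was chosen after the data were seen, the ratio was smaller and still above 1 by its counting interval, at 1.05 (1.04 to 1.06) for a QV of at least 20, 1.03 (1.01 to 1.05) for 50 and 1.14 (1.03 to 1.26) for 100. At a QV of at least 50 the ratio was below 1 at a coverage of at least 90 (0.947, 0.907 to 0.988) and 100 (0.925, 0.874 to 0.980). The unmatched ratio of calls at that QV was 1.25 on chromosome 3 (1.22 to 1.28) and 1.02 on chromosome 2 (0.99 to 1.05). No ratio matched on coverage was made by chromosome. The fusions are 1 pooled sample each, so these intervals hold no variation between replicates, and on the paper's values per replicate the exact permutation test did not pass its threshold (p = 1 at a QV of at least 20), where 3 replicates against 3 cannot give a p under 0.1.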

Other observations

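The tests of the TET-linked list without *Tet*, and voom, were chosen after the results were seen; the others were chosen before, but the reading of the test relating 6mA calls to expression was changed after its value was seen, as stated with it.

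Single neuropeptide and glial genes were lower in *tet null* (2 of 22 and 2 of 18 measured), while neither list passed (camera adjusted p = 0.082 and 0.68). *Ilp3* fell by 1.34 on the log2 scale (standard error 0.14, adjusted p = 0.0094 from limma), *Crz* by 0.85 (standard error 0.15, adjusted p = 0.040), the glial genes *Nrx-IV* by 0.60 (standard error 0.08, adjusted p = 0.021) and *Gat* by 1.05 (standard error 0.19, adjusted p = 0.045), and *Dscam4* by 0.92 (standard error 0.10, adjusted p = 0.0096). *ple* rose by 1.30 (standard error 0.18, adjusted p = 0.023). Each of these genes was lower, or for *ple* higher, in both *tet null* libraries than in all 3 wild-type libraries. The groups did not overlap for any of the 259 called genes, nor for 39.5% of all genes tested, so this adds no support to the calls. *Ilp3* kept its call when any 1 library was left out and *Dscam4* lost it without *tet null* replicate 2 (adjusted p = 0.080). *Crz*, *Nrx-IV* and *Gat* lost theirs whichever library was left out (adjusted p from limma up to 0.103, 0.073 and 0.091 without 1 wild-type library). *ple* lost its call without any library but *tet null* replicate 1 (up to 0.076 without 1 wild-type library). With the replicate number as a block, *Crz* (adjusted p = 0.111), *Nrx-IV* (0.067), *Gat* (0.089) and *ple* (0.056) lost their calls. So did *Crz* (0.068), *Gat* (0.078) and *ple* (0.0501) with no filter on low values, and *Crz* (0.059) and *Gat* (0.067) without a variance trend.

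The largest rises were *CG11697* (log2 fold change 4.19), *CR44383* (4.05), *CG6357* (3.45), *CR40469* (3.44), *Drsl5* (3.40), *Cpr76Bc* (2.95), *CG17669* (2.49), *GV1* (2.27), *CR31292* (2.18) and *sad*. *CR44383* was listed at 0 in all 3 wild-type libraries. After *tet*, the largest falls were *Tektin-C* (-3.96), *CG32368* (-2.89), *snoRNA:Me18S-A1806* (-2.85), *CG31076* (-2.80), *CG7213* (-2.28), *mir-2493* (-2.14), *CR40190* (-2.13), *tRNA:Val-AAC-2-1* (-2.07) and *snoRNA:Psi18S-1389a* (-1.88). *Tektin-C* and *CG31076* were not called without *tet null* replicate 2, *sad* without it or without wild-type replicate 1, and *Drsl5* without either of these or with a pseudocount of 0.1. *mir-2493* lost its call under 9 alternatives, and *tRNA:Val-AAC-2-1* and *snoRNA:Psi18S-1389a* under 5 each. Pseudogenes and multi-copy RNAs are uncertain, since the sources used here do not state how reads shared between copies were counted. *w* had a log2 fold change of 0.90 that did not pass (adjusted p = 0.10). For all of these genes but *tet* itself, strain background cannot be told apart from loss of *tet*.

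Of the other gene lists none passed camera's adjusted p of 0.05 with the settings fixed beforehand, though some did under single alternatives. 6mA, 5mC and TET-linked factors, with *Tet* among them, passed, lower, with a robust variance prior (adjusted p = 1.2e-28) and voom (2.0e-16). Axon guidance and mushroom body genes passed, lower, with no filter (adjusted p = 0.019), quantile normalization (0.012), voom (0.0055) and without wild-type replicate 2 (0.043), and neuropeptide genes, lower, with no filter (0.019), an FPKM minimum of 5 (0.036), without wild-type replicate 1 (0.012) and without *tet null* replicate 1 (0.0084). Cell cycle and replication genes passed, higher, without wild-type replicate 2 (adjusted p = 0.034) or 3 (0.032), but had the other direction, not past the threshold, without wild-type replicate 1 (0.93). With an estimated correlation none of the lists passed (adjusted p = 0.88), and the p of axon guidance and mushroom body was 0.119, of neuropeptide 0.281 and of cell cycle and replication 0.619. Without 1 library, neuron (0.034) and heat shock and stress (0.0066) passed without wild-type replicate 2, gut (2.7e-05) without *tet null* replicate 1 and muscle (0.0059) without *tet null* replicate 2. Neuropeptide genes (22 measured, 0 higher and 2 lower; 3 lower adjusted over the list alone) had a median log2 fold change of -0.09 (adjusted p = 0.082), and axon guidance and mushroom body genes (31 measured, 0 higher and 1 lower; 5 lower adjusted over the list alone) also -0.09 (adjusted p = 0.083). 6mA, 5mC and TET-linked factors (12 measured) had a median of -0.12, with *Tet* lower, and 1 higher and 3 lower adjusted over the list alone. *Tet* is the gene the genotype removes, and without it the other 11 had a median of -0.05 and passed neither camera (adjusted p = 0.68) nor fry (adjusted p = 0.63). Glia (18 measured, 2 lower; 2 adjusted over the list alone) had a median of -0.02, neuron (25 measured, 1 higher; 1 adjusted over the list alone) -0.10, and ecdysone response (22 measured, 1 lower; 1 adjusted over the list alone) 0.08. No member was called over all genes in the remaining lists: RNA m6A machinery (median -0.08), Polycomb and trithorax (-0.02), neuroblast (0.06), optic lobe (0.03), cell cycle and replication (0.09), heat shock and stress (0.11, with *Thor* higher adjusted over the list alone), immune response (0.11), small RNA transposon silencing (-0.03), circadian clock (0.07), sex composition (-0.17, with *roX2* lower adjusted over the list alone), imaginal disc (0.19), hemocyte (-0.11), muscle (-0.07) and gut (0.69). Apart from *Thor* and *roX2*, no member of these passed adjusted over the list alone. In the gut list, *Jon99Ciii* was at an FPKM of 206.6 in *tet null* replicate 2, 5.29 in replicate 1 and 0.94 to 2.65 in wild type.

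Genes that changed expression in *tet null* may gain 6mA calls. At a QV of at least 50, the 252 called genes on the chromosomes gained 0.218 calls per gene from wild type to *tet null* and the 9237 others 0.166, a difference of 0.0519 (bootstrap 95% interval -0.251 to 0.354; two-sided permutation test across genes, p = 0.699; one-sided p = 0.344). The condition written beforehand counted a two-sided p of 0.05 or more as evidence against such a gain, and this value met it. That condition was set aside after the value was seen, because a p above a threshold does not exclude a gain, and the interval still includes gains of up to 0.354 calls per gene, larger than the mean gain of the other genes. The hypothesis therefore has no support here and is left open. A logistic regression with the adenines per gene and the mean expression gave an odds ratio of 1.04 per call (n = 9489 genes, which are not independent replicates; p = 0.247). The difference was -0.21 at a QV of at least 20 and 0.022 in exons, neither past the threshold. The called genes include *Tet*, which held 120 wild-type and 23 *tet null* calls at a QV of at least 20. Each of these differences therefore holds the calls missing at *Tet*. The test was not repeated without *Tet*, so nothing is read from the change of sign.

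On the mitochondrial genome the *tet null* fusion held 54 calls and the wild-type fusion 29, a ratio of 1.86 (1.16 to 3.03), at a median coverage of 168 and 129.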
